# The energy disruptor metformin targets mitochondrial integrity via modification of calcium flux in cancer cells

**DOI:** 10.1038/s41598-017-05052-2

**Published:** 2017-07-11

**Authors:** Camille Loubiere, Stephan Clavel, Jerome Gilleron, Rania Harisseh, Jeremy Fauconnier, Issam Ben-Sahra, Lisa Kaminski, Kathiane Laurent, Stephanie Herkenne, Sandra Lacas-Gervais, Damien Ambrosetti, Damien Alcor, Stephane Rocchi, Mireille Cormont, Jean-François Michiels, Bernard Mari, Nathalie M. Mazure, Luca Scorrano, Alain Lacampagne, Abdallah Gharib, Jean-François Tanti, Frederic Bost

## Abstract

Mitochondrial integrity is critical for the regulation of cellular energy and apoptosis. Metformin is an energy disruptor targeting complex I of the respiratory chain. We demonstrate that metformin induces endoplasmic reticulum (ER) stress, calcium release from the ER and subsequent uptake of calcium into the mitochondria, thus leading to mitochondrial swelling. Metformin triggers the disorganization of the cristae and inner mitochondrial membrane in several cancer cells and tumors. Mechanistically, these alterations were found to be due to calcium entry into the mitochondria, because the swelling induced by metformin was reversed by the inhibition of mitochondrial calcium uniporter (MCU). We also demonstrated that metformin inhibits the opening of mPTP and induces mitochondrial biogenesis. Altogether, the inhibition of mPTP and the increase in mitochondrial biogenesis may account for the poor pro-apoptotic effect of metformin in cancer cells.

## Introduction

Maintaining mitochondrial structural integrity is essential for cells to produce energy, overcome environmental stresses such as nutrient deprivation and hypoxia and respond to genotoxic agents, including chemotherapy. Consequently, the disruption of mitochondrial metabolism sensitizes cells to apoptosis and opens new therapeutic avenues in cancer treatment. Metformin is a biguanide and a widely prescribed anti-diabetic agent, but it is also a metabolic disruptor that specifically targets the metabolism of cancer cells^1^. Several reports have shown that this drug inhibits cancer cell growth and has antitumoral effects^2, 3^. Biguanides inhibit the activity of the mitochondrial respiratory chain complex I, thus leading to energetic stress due to the decrease in ATP synthesis^4–6^. Decreased intracellular ATP leads to the activation of the energy sensitive kinase AMP-activated protein kinase (AMPK) and the inhibition of mechanistic target of rapamycin (mTORC1), which regulates cell growth and cell proliferation and is frequently hyperactivated in tumors. Despite the well-characterized effects of biguanides on the respiratory chain, their effects on the mitochondrial ultrastructure are poorly understood.

Calcium is a central regulator of mitochondrial metabolism; it regulates the activity of several enzymes in the tricarboxylic acid cycle and participates in the control of energy metabolism of cells^7^. Calcium concentration is tightly regulated to allow for precise biological processes such as muscle contraction, apoptosis or cell proliferation. The endoplasmic reticulum (ER) is the main intracellular organelle that stores calcium. IP3 (inositol 1,4,5-trisphosphate) binds to its receptor IP3 receptor (IP3R) and is responsible for the release of calcium from the ER. The mitochondria act as cytosolic calcium buffers, and calcium uptake into mitochondrion occurs *via* an electrogenic pathway involving Mitochondrial Calcium Uniporter (MCU)^8^. The increase in intra-mitochondrial calcium concentration induces the opening of mitochondrial permeability transition pore (mPTP), which plays an important role in the induction of apoptosis.

To date, knowledge of the action of metformin on mitochondria has been limited to its effect on energy stress, which sensitizes cancer cells to apoptosis^6^. Here, we studied the effects of biguanides on mitochondria. We found that metformin and phenformin induced mitochondrial swelling and disorganization of the cristae of the inner mitochondrial membrane (IMM) *in vitro* and *in vivo*. Metformin induced ER stress and triggered the release of calcium from the ER, thus leading to mitochondrial calcium uptake. We also demonstrated that metformin inhibited the opening of mPTP. Finally, in response to metformin, mitochondrial biogenesis was induced in cancer cells. These findings suggest a novel role for metformin in triggering pro-survival responses in cancer cells.

## Results and Discussion

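The arrays analysed here measured mRNA in LNCaP cells, a human prostate cancer cell line, grown without drug, with 5 mM metformin or with 5 mM AICAR, a nucleoside that cells convert into an activator of AMPK. In the metformin-treated cells, 368 transcripts were higher and 303 were lower than in control cells. Of these, 273 and 240 carried a gene symbol, and 666 of the 671 moved the same way on all 4 arrays of the comparison. The largest increases were in DDIT3, TRIB3, S100P and SAT1, and the largest decreases in CBLN2, TMEFF2, FEN1 and HSPH1. The treatment time is 24 h in the paper's results section and 14 h in the legend of Fig. 1A. RNA from 2 conditions was labelled with Cy3 and Cy5 and hybridized together, with the dyes exchanged on another array, and each of the 3 comparisons was made in 2 independent cultures, which gives 12 arrays. The values deposited by the authors are log ratios after normalization within and between slides. They were read as log2 of Cy5 over Cy3, a base and a direction that the sources used here do not state, so a direction below rests on this reading and on the dyes in the sample labels. Read this way, DDIT4, SESN2 and all 11 genes of Fig. 1A have higher means with metformin and PPIF, the gene for cyclophilin D, a lower one, the directions that the paper reports. Dye-swap pairs were averaged, and limma was fitted to 24529 transcripts with treatment and culture as terms. A transcript passed with an adjusted p below 0.05 and a log2 ratio beyond 0.7, the thresholds given in the paper's methods. With 2 cultures, 2 residual degrees of freedom remained. No transcript passed when only the dye-swap means of the metformin and control arrays were used. The same kind of fit called 935 transcripts for AICAR against control and 1386 for metformin against AICAR. The calls for metformin against control thus also rest on the AICAR arrays.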

To better characterize the molecular targets of metformin in cancer cells, we performed microarray analysis in the prostate cancer cell line LNCaP, which was treated with metformin for 24 h. 

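DDIT4, the gene for REDD1, and SESN2, the gene for Sestrin 2, both rose with metformin, and both proteins restrain mTORC1 when nutrients or energy run short. The log2 ratio of DDIT4 to control cells was 3.28 (SE 0.14, n = 2 cultures, adjusted p = 0.00698 from limma), a fold of 9.7, with 3.42 in culture 1 and 3.14 in culture 2. SESN2 had a log2 ratio of 2.48 (SE 0.22, adjusted p = 0.0147 from limma), with 2.22 and 2.74 in the cultures and 1.22 to 3.28 on single arrays. They were the only 2 of 18 measured energy stress genes that passed, and 3 were higher when adjusted over the list alone. The list was written before the data were examined. It holds these 2 because the study names them on these samples, so their passing is not independent evidence. None of the 18 was lower. Among the other genes of the list, TSC1 and DDIT4L did not pass. The list as a whole did not stand apart from other transcripts in limma's camera test (adjusted p = 0.158 over 22 lists). From the dye-swap means of the metformin and control arrays alone, DDIT4 (log2 3.25) and SESN2 (log2 2.45) each had an adjusted p of 0.0778.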

As expected, we observed an increase in the expression of genes encoding energy stress-related proteins such as the Regulated in Development and DNA Damage Responses 1 (REDD1) and Sestrin 2^9, 10^ (data not shown). 

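Metformin raised the mRNA of ATF4, the transcription factor translated when eIF2 is phosphorylated, and of DNAJB9, a cochaperone of BiP in the ER. The log2 ratio to control cells was 1.13 for ATF4 (SE 0.077, n = 2 cultures, adjusted p = 0.0122 from limma) and 1.70 for DNAJB9 (SE 0.20, adjusted p = 0.0246). XBP1, whose mRNA is spliced by IRE1, had a positive ratio on all 4 arrays but did not pass, with a log2 ratio of 1.07 (SE 0.30, adjusted p = 0.163), and its cultures differed, at 1.64 and 0.49. ATF6, an ER membrane sensor, did not pass either at 0.42 (SE 0.16, adjusted p = 0.281), and its 2 probes read 0.75 and 0.10. Of 47 measured genes of ER folding and ER-associated degradation, 5 were higher and none was lower (6 higher when adjusted over the list alone). HERPUD1, SEL1L (log2 1.62) and DNAJC10 (log2 1.33) were among the 5, the first pair acting in the degradation of misfolded ER proteins. The list shares 8 genes with Fig. 1A, which the study chose on these samples. Of the 5 that passed, HERPUD1, DNAJB9 and HSPA5, the gene for BiP, are among the shared genes. In camera this list was shifted upwards with an adjusted p of 3.15e-05 over the 22 lists, and adjusted p = 0.388 with an estimated correlation. The former compares list genes with other transcripts and counts transcripts, not cultures. Its small size therefore does not measure how well the 2 cultures agree.
The broadest increase was in the targets of ATF4 and CHOP. Of 43 measured, 20 were higher and none was lower, or 27 when adjusted over the list alone, and 41 had a positive ratio. TRIB3, a pseudokinase that inhibits AKT, reached a log2 ratio of 3.80, ASNS, which makes asparagine, 2.55 and the stress regulator NUPR1 2.09. ATF3, a transcription factor induced by stress, had 2.79, with 3 of its 4 probes at 3.16 to 4.10 and the other at 0.25. The amino acid transporters SLC7A5, SLC1A5 and SLC1A4, the alanine aminotransferase GPT2 and the secreted factors FGF21 and STC2 also rose. Among 19 measured genes of cytosolic aminoacyl-tRNA synthetases, many of them targets of ATF4, SARS1, CARS1, WARS1, NARS1 and AARS1 were higher (log2 1.33 to 1.67), and over the list alone 11 were higher and 2 lower. Both lists were shifted upwards in camera (adjusted p = 1.9e-24 and 0.0027, which again count transcripts and not cultures). Both had adjusted p = 0.219 with an estimated correlation. The ATF4 and CHOP list shares 2 genes with the energy stress list and 2 with Fig. 1A. In the title of Fig. 1, the paper states that metformin induces ER stress.

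**Figure D1:**
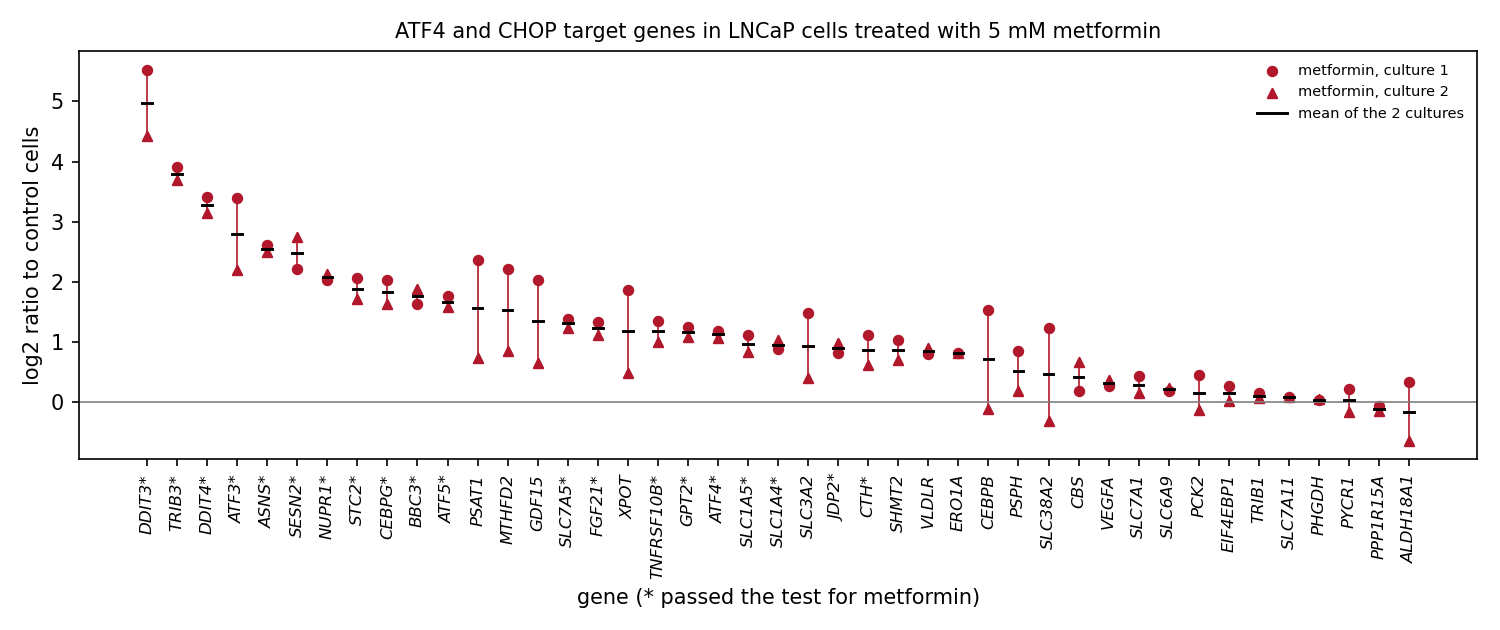
Log2 ratio of metformin-treated to control LNCaP cells for 43 target genes of ATF4 and CHOP, with a circle for culture 1, a triangle for culture 2 and a bar for their mean. The 20 genes with an asterisk passed the test, and PSAT1, MTHFD2 and XPOT have high means whose cultures lie far apart.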

Notably, metformin significantly increased the expression of genes implicated in the unfolded protein response (UPR) induced by ER stress, such as *XBP1*, *ATF4*, *ATF6* and *DNAJB9* (Fig. 1A). To further characterize and validate the ER stress response induced by metformin, we studied the expression of key players of the UPR by western blotting. After only 1 h, we observed an increase in the levels of Bip/GRP78 and P-eIF2 followed by an increase in the levels of ATF4 and CHOP/DDIT3, a downstream pro-apoptotic factor of the UPR, at 4 h (Fig. 1B and Figure 1-figure supplement 1).

**Figure 1:**
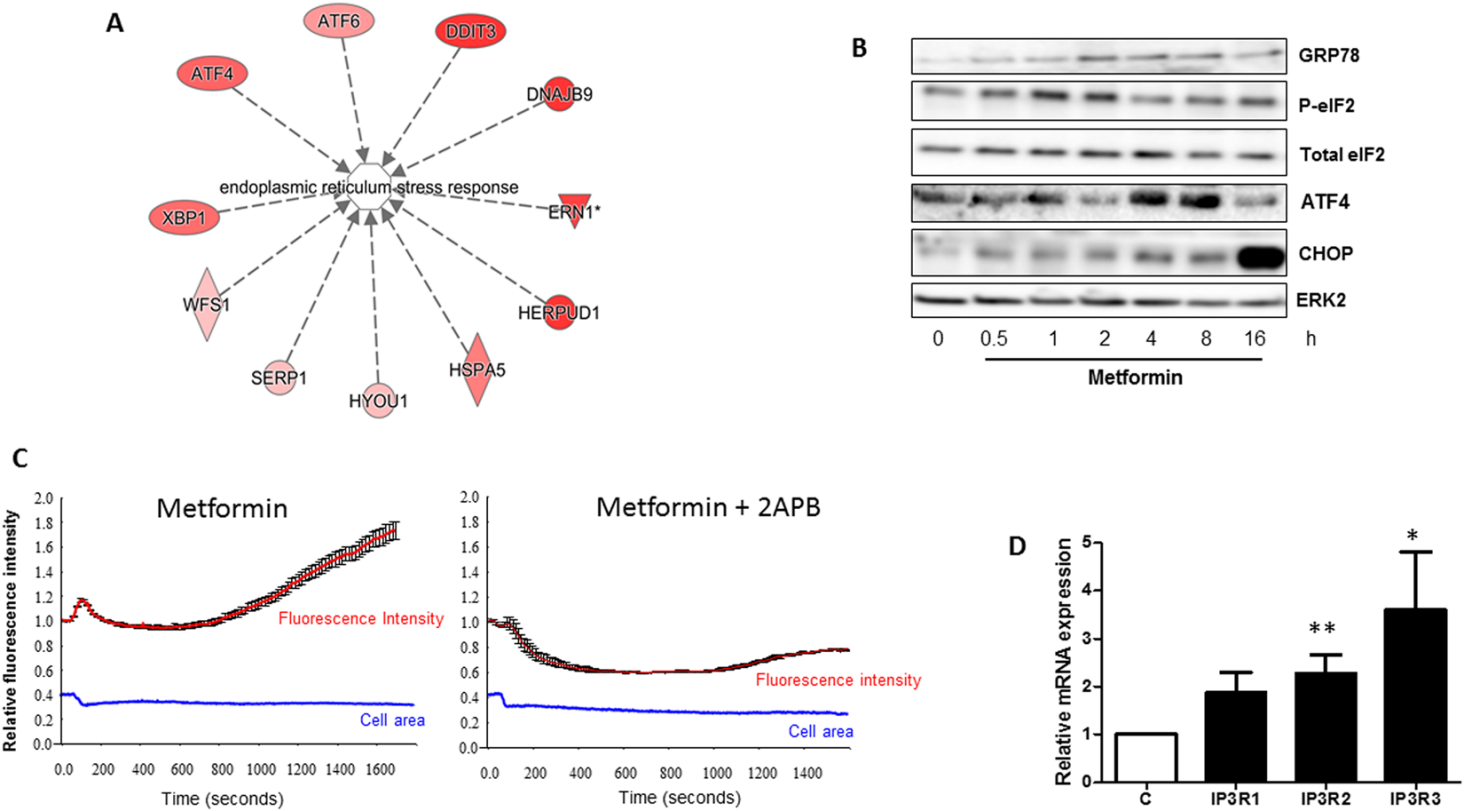
Metformin induces ER stress and calcium release from the ER. (**A**) List of genes related to the ER stress pathway and significantly upregulated in LNCaP cells treated with 5 mM metformin for 14 h. **(B)** Immunoblotting of LNCaP cells treated with 5 mM metformin for the indicated times by using antibodies directed against the indicated proteins implicated in ER stress response. The immunoblot is representative of three independent experiments. The blots represent (**C**) Relative fluorescence intensity of the Fluo-4AM probe, measured in LNCaP cells. 2-ABP (40 µM) was added 15 min before the addition of 5 mM metformin at time 0. The cellular area was monitored during the experiment (blue line). At least 30 single cells were monitored for each condition. The graph represents the mean fluorescence intensity +/− sem. (**D**) Quantification of IP3R mRNA in LNCaP cells treated with metformin for 24 h. p < 0.05 (*); p < 0.01 (**).

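All 11 genes listed in Fig. 1A had a higher mean with metformin than in control cells, and 5 of them passed the test. DDIT3, the gene for CHOP, rose the most of all named genes, with a log2 ratio of 4.97 (SE 0.36, n = 2 cultures, adjusted p = 0.0126 from limma) and 4.50 to 5.90 on single arrays. HERPUD1, a membrane protein of ER-associated degradation, rose by 2.42 (SE 0.35, adjusted p = 0.0379), with 2.97 in culture 1 and 1.86 in culture 2. HSPA5, the ER chaperone BiP, rose by 0.94 (SE 0.12, adjusted p = 0.0296). HERPUD1 and HSPA5 kept their size but no longer passed when each array was scaled to the same spread (2.58 and 1.03, adjusted p = 0.102 and 0.0678), or without the 3 arrays with slide numbers apart (2.21 and 0.94, adjusted p = 0.0507 and 0.0586). Those 3 arrays include both that compared metformin with control in culture 1. ERN1, the sensor IRE1, had a log2 ratio of 0.67 (adjusted p = 0.0566), and its probes differed, 1.38 for one and −0.04 for the other. WFS1, a regulator of ER calcium, was at 0.45 (adjusted p = 0.272), and the chaperone HYOU1 at 0.48 (adjusted p = 0.405), with 0.92 in culture 1 and 0.045 in culture 2. SERP1, which protects nascent membrane proteins, was at 0.47 (adjusted p = 0.668) and had opposite signs in the cultures, 1.32 and −0.38. When adjusted over the list alone, 6 of the 11 were higher, XBP1 being added. The study chose these genes on the same samples, so the tally of the list and its camera test (adjusted p = 6.77e-09, and adjusted p = 0.219 with an estimated correlation) are not independent evidence.

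**Figure D2:**
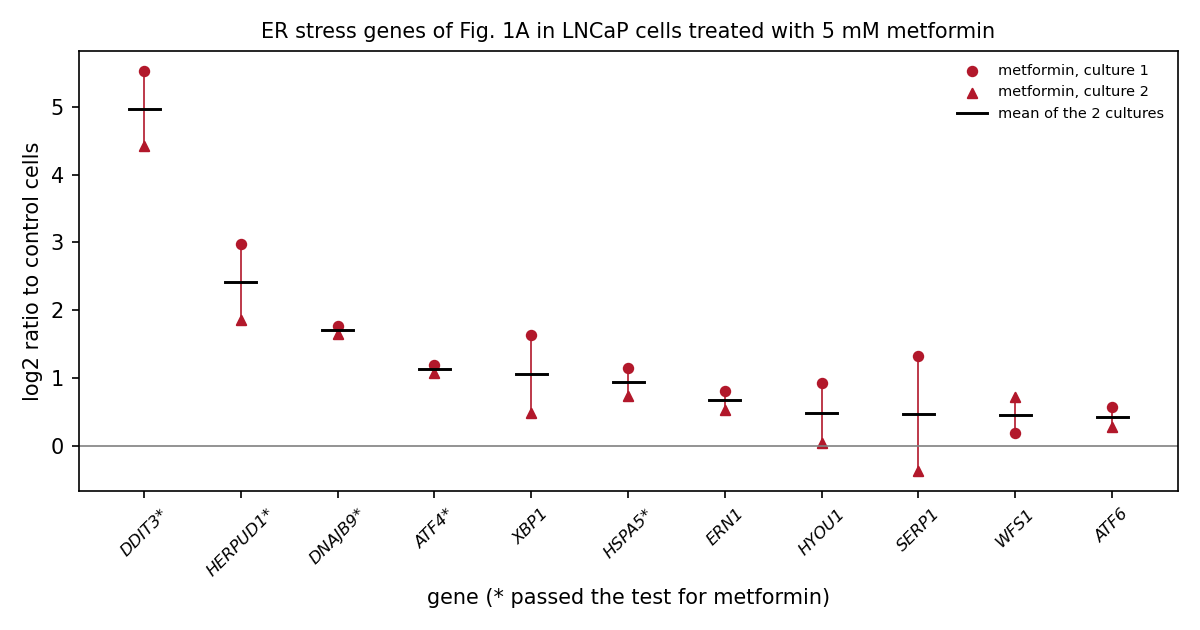
Log2 ratio of metformin-treated to control LNCaP cells for the 11 ER stress genes of Fig. 1A, with a circle for culture 1, a triangle for culture 2 and a bar for their mean. The 5 genes with an asterisk passed the test, and only SERP1 has a culture below 0.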

The ER is the major calcium reservoir in cells. Thus, ER stress is often associated with modifications of the calcium flux within cells. Therefore, we analyzed the calcium flux in cells treated with metformin by using a Fluo-4AM probe. After metformin treatment, we observed a burst of fluorescence corresponding to the release of calcium into the cytoplasm (Fig. 1C, Movie S1) even in calcium-free medium that excluded the entry of extracellular calcium (data not shown). To confirm that metformin triggers the release of calcium from the ER, we treated the cells with 2-aminoethoxydiphenyl borate (2-APB), an inhibitor and antagonist of IP3R (a calcium releasing channel of the ER)^11^. Treatment with 2-APB hampered the changes in calcium flux induced by metformin, thus demonstrating that the metformin-induced calcium flux originates in the ER (Fig. 1C). Accordingly, we also observed a significant increase in the expression of mRNA encoding for IP3R2 and IP3R3 after metformin treatment (Fig. 1D). The mitochondria display essential calcium buffering properties^12^; therefore, we hypothesized that calcium release from the ER might be buffered by the mitochondria. To determine the effects of metformin on the mitochondria, we performed electron microscopy analysis in several cancer cells lines (LNCaP, DU145, A375 and A549). We treated the cells with 1 or 5 mM metformin, commonly used concentrations that inhibit proliferation by 20% to 60%^3, 13, 14^. Metformin and phenformin induced swelling of the mitochondria and a profound disorganization of the IMM and cristae without causing visible modifications of the outer mitochondrial membrane (OMM) (Fig. 2A and Figure 2-figure supplement 1). Twenty-four hours after metformin withdrawal, the size of the mitochondria had partially returned to normal, and the organization of the cristae was similar to that of the untreated cells (Figure 2-figure supplement 2). We also demonstrated that the effect on mitochondrial swelling occurred as early as 4 h after the addition of metformin (Figure 2-figure supplement 3). Of note, metformin did not alter the phenotype of the mitochondria in the normal epithelial prostate cell line P69 (Figure 2-figure supplement 4). Finally, we did not observe modifications of the mitochondrial ultrastructure in cancer cells treated with AICAR, another energy disruptor and activator of AMPK **(**data not shown).

**Figure 2:**
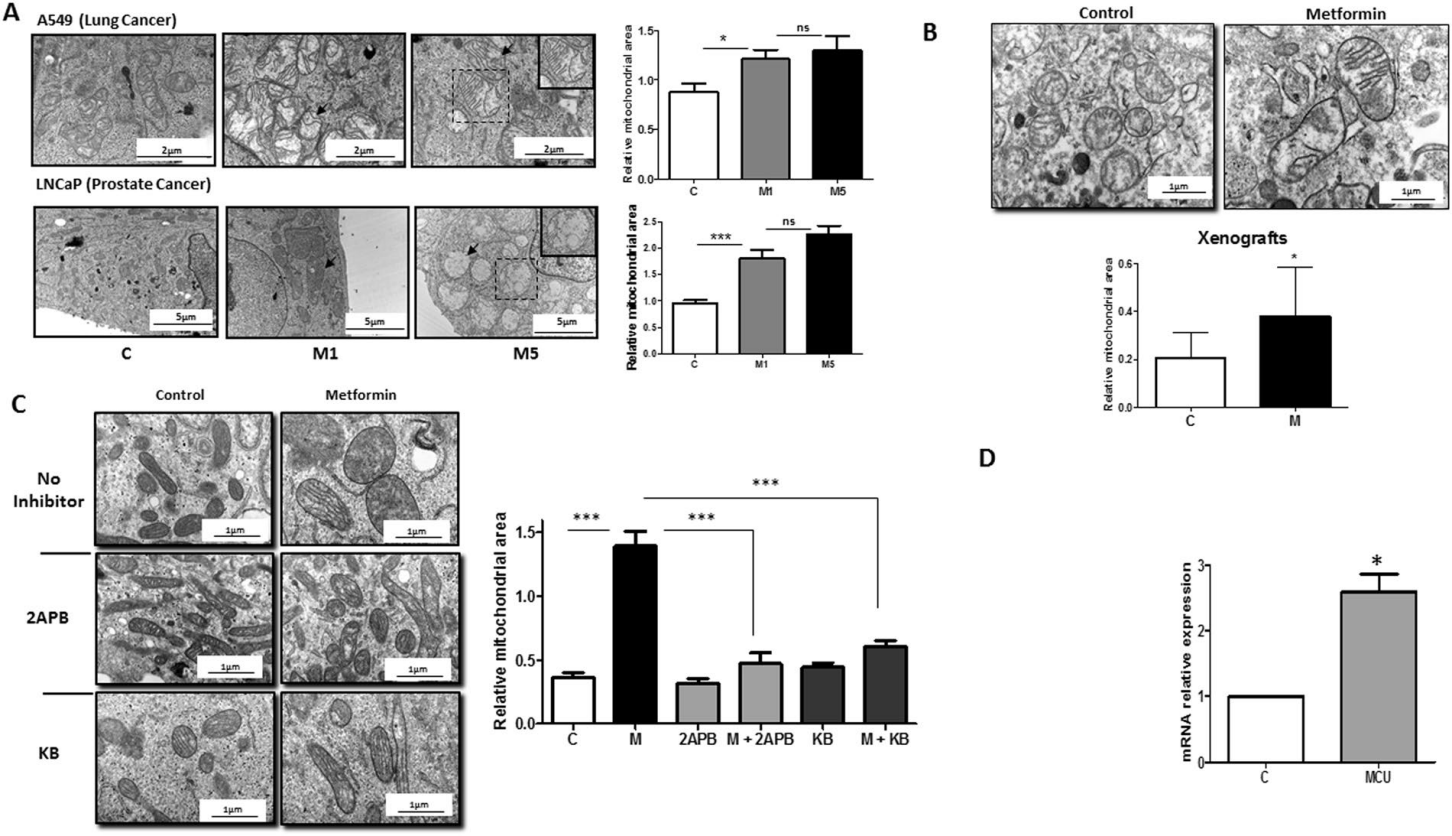
Metformin induces mitochondrial swelling in cancer cells *in vitro* and *in vivo*. (**A**) Electron microscopy (EM) of LNCaP (PCa) and A549 (lung cancer) cells treated with 1 and 5 mM metformin for 24 h. The graphs represent the mean of the relative mitochondrial area. An example of swollen mitochondria with modifications of the IMM is noted with an arrow. The inset shows a magnified view of a representative mitochondrion. (**B**) Electron microscopy images of representative mitochondria from tumor xenografts, and quantification of the relative mitochondrial area in the corresponding tumors. The error bars represent the standard error of the mean (sem). (**C**) Electron microscopy images of LNCaP cells treated with metformin and 40 µM 2-ABP or 10 µM KB-R7943 for 24 h. Quantification of the mitochondrial area is reported in the graph (left panel). For each condition, 60 to 100 mitochondria from several cells were analyzed by EM. (**D**) Quantification of MCU mRNA in LNCaP cells treated with metformin for 24 h. The differences are significant with p < 0.05 (*) and p < 0.001 (***).

We then asked whether these modifications occur *in vivo*. We studied the mitochondria in tumor xenografts of LNCaP cells implanted in SCID mice that were given 100 mg/kg of metformin in drinking water for 8 weeks. As shown previously^13^, metformin administration resulted in the expected antitumoral effects (Figure 2-figure supplement 5), and the mitochondria were significantly enlarged in the xenografts from the metformin-treated mice compared with the mitochondria in the control group (Fig. 2B). Similar results were obtained in TRAMP mice that were given 100 mg/kg of metformin for 6 months. In the treated mice, metformin efficiently reduced tumor growth and increased the mitochondrial area in the tumor cells (Figure 2-figure supplement 5,6).

Whether the release of calcium is a consequence of ER stress or the inducer remains an open question. Thapsigargin and tunicamycin can successfully induced ER stress and then the release of calcium, its accumulation in the mitochondria and finally mitochondrial swelling^15^. Previous studies have shown that metformin induces ER stress in the prostate cancer cell line C4-2B through the induction of miR-708-5p^16^, but a direct link between metformin and mitochondrial calcium homeostasis has never been demonstrated. A direct action of metformin on IP3R, which could trigger the release of calcium and consequently ER stress cannot be excluded, but there is no evidence in the literature of such a mechanism of action. The observation that metformin modulates intracellular calcium flux is novel, although a recent study based on transcriptomic and proteomic analyses in breast cancer cell lines demonstrated that metformin induced a significant upregulation of pathways involved in calcium signaling^17^.

To validate the direct relationship between the release of calcium from the ER and the swelling of mitochondria, we inhibited IP3R with 2-APB and treated LNCaP cells with metformin. While 2-APB alone did not affect the ultrastructure of mitochondria, it significantly blocked the swelling of mitochondria induced by metformin (Fig. 2C). To further confirm the implication of calcium, LNCaP cells were treated with two well-characterized chemical inhibitors of mitochondrial calcium uniporter (MCU), KB-R7943^18^ and RU-360^19^. Treatment with the inhibitors alone had no effect on the mitochondrial phenotype, whereas in the presence of metformin, KB-R7943 significantly inhibited mitochondrial swelling (Fig. 2C) and RU-360 preserved the organization of IMM and cristae (Figure 2-figure supplement 7). The transfer of calcium from the ER to the mitochondria involves IP3R (for the release from the ER), VDAC1 at the OMM and MCU at the IMM. We found that metformin increased the levels of IP3R1, IP3R2 IP3R3 and MCU mRNA as well as VDAC1 protein (Figs 1D, 2D and 4B). Altogether, these results demonstrate that there is a direct relationship between the release of calcium and mitochondrial swelling.

The ability of mitochondria to swell in response to different stresses is a biological process that has been known for decades^20^. Hypoxia, through HIF-1α, induces the enlargement of mitochondria, resulting from an atypical fusion of mitochondria due to an increase in the expression of mitofusin (Mfn)^21^. Our previous unpublished data showed that metformin did not alter the expression of HIF-1α in LNCaP cells. In addition, we demonstrate here that metformin decreased the expression of Mfn2 (Fig. 3A), suggesting that the mechanism implicated in mitochondrial swelling upon metformin treatment and hypoxia are different. Interestingly, invalidation of Mfn2 in the cerebellum impaired mitochondrial fusion and lead to aberrant mitochondrial ultrastructure and enlargement of mitochondria in Purkinje cells^22^. Other well-known inducers of mitochondrial swelling are perturbator of intracellular K + homeostasis (valinomycin) and more importantly calcium^17^.

**Figure 3:**
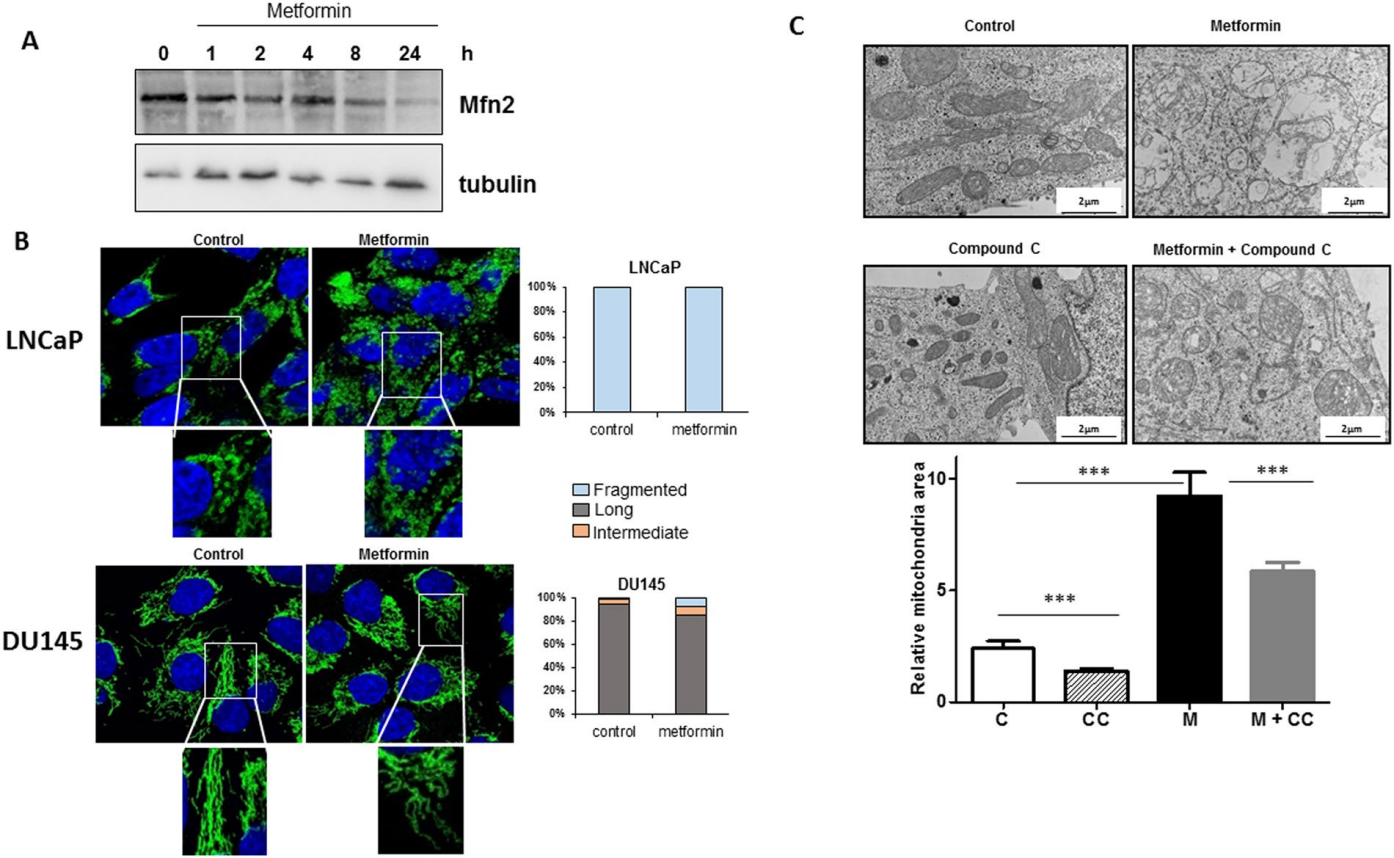
Metformin does not induce fission of the mitochondrial network, and mitochondrial swelling is partially dependent on AMPK. (**A**) LNCaP cells were treated with metformin for the indicated times, and Mfn2 expression was monitored at different time by immunoblotting. (**B**) LNCaP and DU145 cells were treated for 24 h with 5 mM metformin and stained with Tom20 for immunofluorescence analysis. Representative IF images are shown with the quantification of the morphology of the mitochondrial network. The data from the counting of at least 100 cells are shown. (**C**) LNCaP cells were treated with 5 mM metformin for 24 h in the presence or absence of 20 µM of compound C (CC). Representative electronic microscopy images are shown, and the graph represents the mean of the relative mitochondrial area. For each condition, 60 to 100 mitochondria from several cells were analyzed by EM, *p* < 0.001 (***).

Energy disruptors and activators of AMPK such as rotenone and AICAR lead to the fragmentation of the mitochondrial network^23^. Because metformin is an energy disruptor and activator of AMPK, we studied the mitochondrial network by confocal imaging by using the mitochondrial marker Tom20. LNCaP cells have a disconnected mitochondrial network under basal conditions, and metformin did not induce the fragmentation of the mitochondrial network in DU145 cells (Fig. 3B). However, metformin decreased the expression of mitofusin 2 (Mfn2), a major regulator of mitochondrial fusion (the opposite process from mitochondrial fission^24^), thus suggesting that although we did not observe a clear fragmentation phenotype induced by metformin, mitochondrial fusion may have been altered by metformin. We and others have found that some of the biological effects of metformin are not mediated by AMPK^9, 25^. Therefore, we asked whether AMPK might be involved in the ultrastructural modifications induced by metformin. To this end, we treated cells with compound C (CC), a commonly used AMPK inhibitor. The inhibitor alone diminished the mitochondrial area and partially, but significantly, reversed the swelling and ultrastructural modifications induced by metformin (Fig. 3C). Altogether, our results demonstrated that metformin does not induce fragmentation of the mitochondrial network and exerts effects on mitochondrial swelling, at least in part, *via* AMPK.

The relationship between energy stress and modifications of the mitochondrial network has been elucidated by the discovery of AMPK function in regulating mitochondrial fragmentation^23^. In this study, a short-term treatment (of minutes) with energy disruptors such as AICAR and rotenone induced fragmentation of the mitochondrial network. Metformin is a weak inducer of energy stress, as compared with AICAR and rotenone, thus potentially explaining the absence of mitochondrial fragmentation in prostate cancer cells. In addition, our study was performed 4 and 24 h after the addition of metformin. AMPK phosphorylated MFF, a receptor for Drp1 (a major regulator of mitochondrial fission). Interestingly, metformin induced the phosphorylation of MFF in hepatocytes^23^. It would be interesting to determine whether MFF is involved in the swelling of mitochondria.

To further characterize the effects of metformin on mitochondria, we monitored mitochondrial biogenesis. Within 24 h, metformin increased the mitochondrial mass, as shown by the augmentation of mitochondrial DNA/nuclear DNA ratio and increased signal of MitoTracker Green (Fig. 4A). A direct consequence was the increase in the mitochondrial protein NDUFA9 (Complex 1). This effect is driven by an increase in NRF1 and TFAM, two transcription factors that regulate mitochondrial biogenesis (Fig. 4B). Altogether, these results demonstrated that metformin promotes mitochondrial biogenesis in prostate cancer cells. Because mitochondria are essential for supplying energy and play a central role in the metabolism of glutamine or synthesis of purines and pyrimidines in cancer cells, it would be interesting to investigate the importance of mitochondrial biogenesis in the metabolism, survival, and chemotherapy resistance of cancer cells.

**Figure 4:**
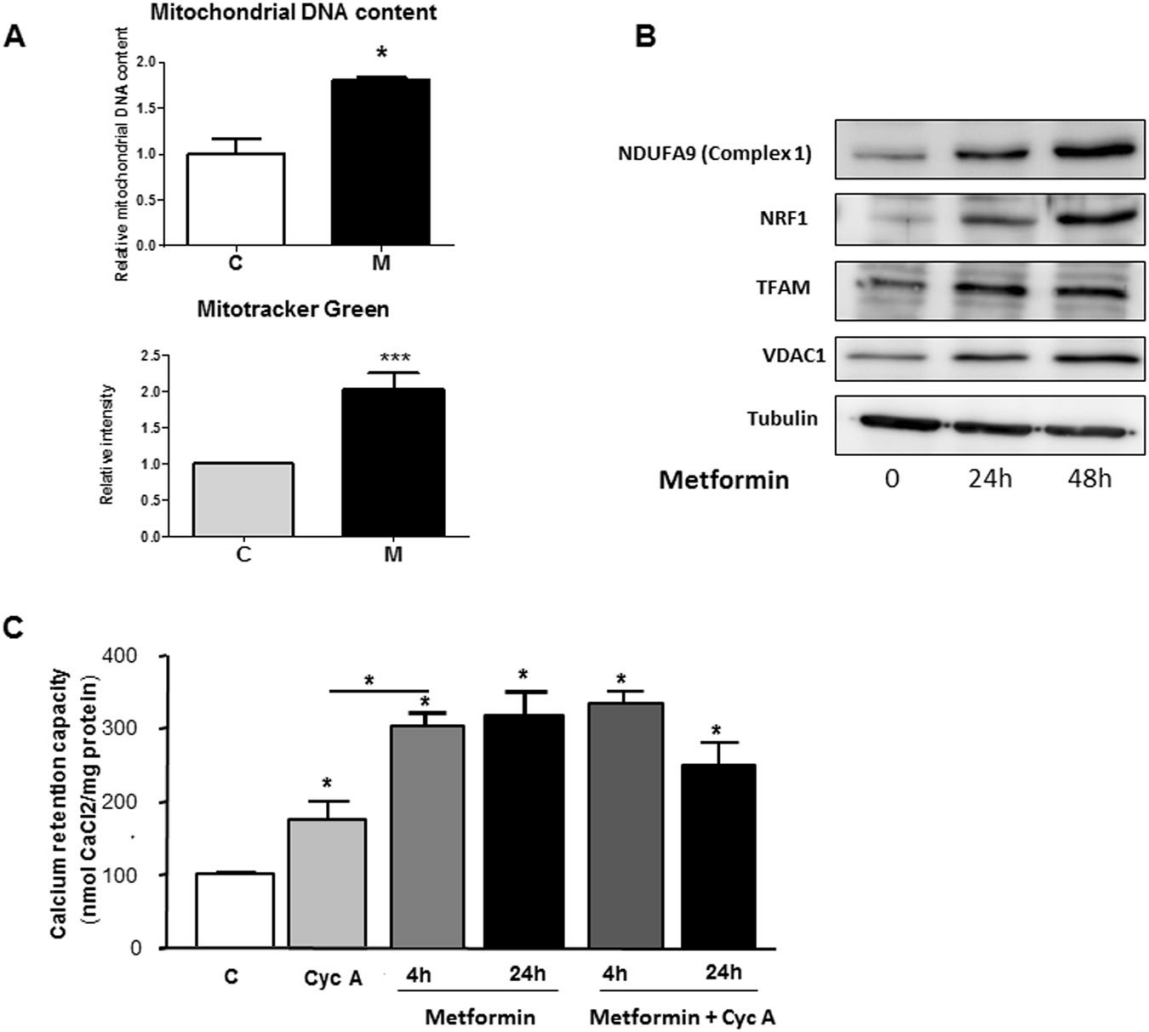
Metformin increases mitochondrial biogenesis in cancer cells and inhibits mitochondrial permeability transition pore. (**A**) Mitochondrial DNA content and quantification of MitoTracker Green in LNCaP cells treated with metformin for 24 h. The results were obtained from three independent experiments. *p* < 0.05 (*); *p* < 0.001 (***). (**B**) Immunoblotting analyses of proteins and transcription factors implicated in mitochondrial function, after treatment with 5 mM metformin for 24 and 48 h. (**C**) Calcium retention capacity measured after the incubation of LNCaP cells with 1 µM cyclosporin A for 4 h or 5 mM metformin for 4 h and 24 h.

The intra-mitochondrial concentration of calcium determines the opening of mPTP, and metformin has been shown to inhibit mPTP in INS-1 (isolated insulinoma cells), HeLa and KB cells and in cardiomyocytes^26–28^. To determine the effect of metformin on mPTP in cancer cells, we studied the Calcium Retention Capacity (CRC) of mitochondria in LNCaP and A375 cells treated with metformin. We found that metformin significantly increased CRC of mitochondria after 4 h and 24 h in both cell lines (Fig. 4C and Figure 4-figure supplement 1,2). Interestingly, the effect of metformin was stronger than that of cyclosporin A, a specific inhibitor of mPTP, and co-treatment with cyclosporin A and metformin had similar effects to those of metformin alone in LNCaP cells (Fig. 4C). Of note, we observed a significant decrease in the mRNA levels of cyclophilin D (Figure 4-figure supplement 3), a putative component of mPTP whose downregulation has been implicated in the retention of calcium in mitochondria^29^. Thus, the inhibition of the opening of mPTP by metformin may explain the weak pro-apoptotic potential of metformin.

During apoptosis, the opening of mPTP leads to the release of cytochrome c and allows the entry of ions and water into the matrix resulting in mitochondrial swelling^30^. The closure of mPTP with cyclosporine A, an inhibitor of cyclophilin D, reverses this swelling. In contrast with those results, we found that metformin inhibits the opening of mPTP and leads to mitochondrial swelling. We suggest that this discrepancy may be due to the massive influx of calcium into the mitochondria, probably through VDAC1 and MCU, which causes influx of water and osmotic swelling independently of mPTP. This hypothesis was supported by the electron microscopy data showing a clearer density of the matrix (Figs 2A and 3C and Figure 2-supplement 1 and 2) and by the increase in VDAC1 and MCU expression observed in the metformin-treated cells.

One of the novel findings in our study is that metformin modifies mitochondrial homeostasis in a different manner from acting directly on the respiratory chain complexes. The accumulation of calcium within the mitochondria regulates the intrinsic function of the organelle, including the production of ATP^31^. Three enzymes of the matrix are regulated by calcium: pyruvate dehydrogenase, α-ketoglutarate and isocitrate-dehydrogenase^32^. Activation of these enzymes increases the NADH/NAD ratio and hence the flow of electrons through the respiratory chain, thus increasing ATP production. Metformin inhibits complex 1 and decreases ATP production. Therefore, we postulate that similarly to the compensatory increase of glycolysis observed in response to metformin^6^, the increase in calcium influx may preserve the energetic status of cancer cells. Likewise, the induction of mitochondrial biogenesis may preserve the mitochondrial capacity, thereby increasing the calcium buffering abilities of the cells (Fig. 5). Together with the inhibition of mPTP opening, these biological responses protect cancer cells against apoptosis. The concept of the protective effect of metformin in normal cells is not new, but this effect is not extensively documented in cancer cells. Metformin has been shown to protect primary cortical neurons and cardiomyocytes from apoptosis^33, 34^. It also protects the Isolated insulinoma cell line INS-1β from apoptosis induced by high concentrations of glucose, a condition that induces mPTP opening and apoptosis^27^. This protective effect may seem controversial, given the antitumoral effect of the drug. However, we and others have shown that metformin is a stronger inhibitor of cell cycle than it is an inducer of apoptosis^13, 35, 36^.

**Figure 5:**
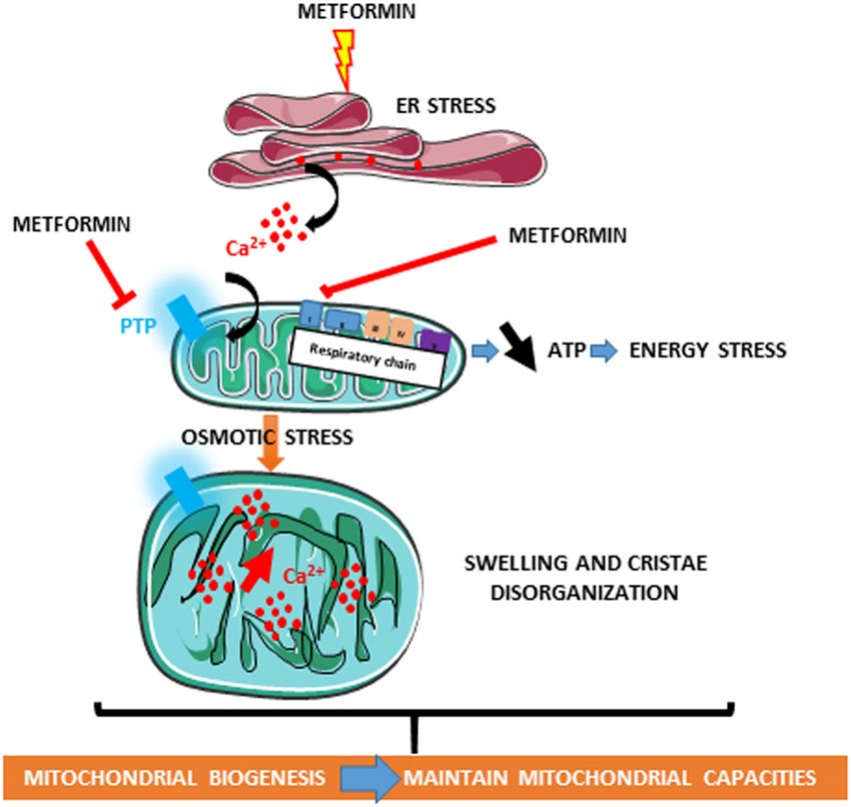
Schematic representation of the effects of metformin on mitochondrial biology in cancer cells. The illustrations were created by adopting templates from Servier Medical Arts (http://www.servier.fr/smart/banque-dimages-powerpoint) which are free for use under the terms of the Creative Commons 3.0 License.

The relationship between complex 1 and mPTP is complicated. Previous studies have suggested that the inhibition of complex 1 is related to the effect of metformin on mPTP^27, 28^. It has been proposed that complex 1 interacts with mPTP and modulates its opening through a mechanism similar to the displacement of cyclophilin D by cyclosporin A^27^. However, Batandier *et al*. have shown that the opening of mPTP directly affects electron transfer through complex 1^37^.

In conclusion, we identify a new mechanism of action for metformin involving interference with mitochondrial biology through modification of calcium flux. The inhibition of mPTP opening and increase in mitochondrial biogenesis are consistent with the anti-apoptotic and pro-survival response that should be considered in the future for the potential use of metformin in cancer therapy.

## Methods

### Cell lines and culture conditions

The cell lines were purchased from ATCC and authenticated by ATCC (Manassas, VA, USA). LNCaP cells were cultured in RPMI 1640 medium; DU145, A375 and A549 cells were cultured in DMEM (Invitrogen, Carlsbad, CA, USA) containing 4.5 g/L glucose supplemented with 10% fetal bovine serum (FBS) and 100 units/mL penicillin at 37 °C and 5% CO_2_. The cell line P69 was derived by immortalization of human primary prostate epithelial cells with simian virus-40 T antigen^38^ and grown in RPMI 1640 with 10% FBS.

### Chemicals

Metformin and phenformin were suspended in culture medium (without FBS and penicillin) and used at the respective concentrations of 5 mM and 100 µM, unless stated otherwise. Metformin, phenformin, 2-APB, KB-R7943 and cyclosporin A were purchased from Sigma-Aldrich. RU-360 was purchased from Merck Millipore.

### Animal experiments

TRAMP mice were purchased from the Jackson Laboratory (stock # 003135). Metformin (100 g/kg/day) was dissolved in drinking water and administered to 6-week-old mice until the day of sacrifice at 8 months. For generating the tumor xenografts, LNCaP cells were inoculated subcutaneously (s.c.) with BD Matrigel™ matrix (BD Biosciences, Bedford, MA, USA) in five-week-old male SCID mice in both flanks (10^6^ cells per site). Treatment with metformin in drinking water (100 g/kg/day) was started 3 days after tumor inoculation in mice. Tumor size was measured twice weekly for 8 weeks with a caliper, and the tumor volume was calculated with the formula π/ 6 × *A* × *B* ^2^ (*A* = larger diameter of the tumor, *B* = smaller diameter of the tumor) as previously described^13^. The animal experiments were carried out in accordance with French law and were approved by the local institutional ethics committee CIEPAL (Comité Institutionnel d’Éthique Pour l’Animal de Laboratoire-Azur).

### Electron microscopy

The cells were fixed with 1.6% glutaraldehyde in 0.1 M phosphate buffer at room temperature (RT) and then for 16 h at 4 °C. The samples were rinsed with the same buffer, then post-fixed with 1% osmium tetroxide and 1% potassium ferrocyanide in 0.1 M cacodylate buffer for 1 h at RT. The cells were rinsed with distilled water and embedded in epoxy resin and conventionally processed for thin-sectioning and observed with a JEM1400 transmission electron microscope (Jeol, Japan) equipped with a Morada CCD camera (Olympus SIS, Germany). The mitochondrial area was calculated by two different investigators in a blinded manner. The measurement was performed as follows: for each condition, we delineated the area occupied by individual mitochondrion in at least 5 cells (2–3 sections per cells) with ImageJ. This represented 60 to 100 mitochondria per condition; the means +/− sem are reported in the graphs.

### Calcium Retention Capacity (CRC)

Extra-mitochondrial calcium measurement was performed with a spectrofluorometer (excitation 500 nm; emission 530 nm) as previously described^39^. Briefly, cells (equivalent to 800 µg of proteins) were added to 2 ml of CRC medium (150 mM sucrose, 50 mM KCl, 2 mM KH_2_PO_4_, 20 mM Tris/HCl and 5 mM Tris succinate). This medium was supplemented with 40 µM digitonin (to permeabilize the cells) and Calcium Green-5N (detection probe). The CRC measurements were performed in basal conditions or in the presence of the pharmacological compounds 1 µM cyclosporin A or 5 mM metformin. After 2 min of incubation, CRC was measured by addition of CaCl_2_ pulses (40 nmol or 20 nmol calcium) every 2 min until the opening of mPTP.

### Calcium flux measurements

Real-time calcium measurements were performed in LNCaP cells incubated in a physiological Tyrode solution (140 mM NaCl, 4 mM KCl, 1 mM MgCl_2_, 5 mM HEPES, 1.8 mM CaCl_2_ and 11 mM glucose, pH 7.4). The cells were loaded with the Fluo-4AM dye at 37 °C for 15 min and observed with a LSM510 Meta microscope (Zeiss). The experiment was independently performed twice, and 32 cells were monitored for each condition and each experiment.

### Microarray experiments

Pan-genomic microarrays were printed using the human RNG/MRC oligonucleotide collection, as previously described^40^. The experimental data and associated microarray designs have been deposited in the NBCI Gene Expression Omnibus (GEO) under series GSE83673 and platform record GPL 1456. Normalizations were performed using the Limma package available from Bioconductor (http://www.bioconductor.org). Intra-slide and inter-slide normalizations were performed using the Print Tip Loess and quantile methods, respectively. The means of ratios from all comparisons were calculated, and B-test analysis was performed using the Limma package available from Bioconductor. Differentially expressed genes were selected using a Benjamini-Hochberg correction of the p-value for multiple tests on the basis of a p-value below 0.05 and a fold-change cutoff (log Ratio > 0.7).

### Real-time quantitative PCR

The relative amount of mRNA was determined by quantitative RT-PCR using a SYBR Green Master Mix (Applied Biosystems)^9^. The primer sequences are available upon request.

### Western blot analysis

Cell extracts were prepared using lysis buffer^1313^. Immunoblotting was performed with antibodies against SDHA, NDUFA9 (Molecular Probes), NRF1, TFAM, VDAC1 (Santa Cruz Biotechnology) and α−tubulin (Sigma-Aldrich). Antibodies against ATF4, GRP78, total and phospho-eIF2α (Ser51) and CHOP/DDIT3 were purchased from Cell Signaling Technology. After incubation with the secondary antibodies, the membranes were washed 3 times, incubated with chemiluminescent HRP substrate Immobilon Western (Millipore) and scanned with a PXi gel imaging system.

### Statistical analysis

The significance of differences between the means of 2 groups was evaluated using Student’s t-tests.

## Electronic supplementary material

Supplementary data

Movie 1

How the deposited data were processed for this re-analysis (not part of the article)

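The data are 12 two-colour arrays printed with the human RNG/MRC oligonucleotide collection, each with 27648 features, hybridized with RNA of LNCaP cells. Control cells, cells with 5 mM metformin and cells with 5 mM AICAR were compared pairwise in 2 independent cultures, and every comparison in a culture has a dye-swap pair of arrays. The sample labels give 24 h of treatment and the legend of Fig. 1A gives 14 h. The values the authors deposited are log ratios, read here as log2 of Cy5 over Cy3, made by the authors with print-tip loess within slides and quantile normalization between slides in limma, whose version is not given in the sources used here. The log base, the direction of the ratio and any background correction are not stated there either. The direction was taken from limma's convention and the dyes in the sample labels, and was checked against the directions the paper reports for the genes of Fig. 1A, REDD1, Sestrin 2 and cyclophilin D, which run the same way. The direct ratio of metformin to control and the one obtained through AICAR correlated across genes at 0.818 in culture 1 and 0.754 in culture 2, so the AICAR arrays were read in the same direction as the others. Each array has a mean of 0 and a median between −0.0417 and 0.051, and none has missing values. Dye-swap partners correlated across genes at −0.42 to −0.723 before their signs were aligned.

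Probes were named from the deposited platform annotation and a RefSeq gene table. Of 17711 probes listed with a symbol, 14578 were matched by accession, 2899 by symbol or synonym, and 91 kept the listed symbol. A further 143 whose accession and symbol named different genes were left unnamed, so 17568 probes carried 1 of 14449 symbols and 10080 features were tested without a name. Probes of a gene were averaged, which concerned 2017 genes, and 24529 transcripts were tested.

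Ratios were oriented to a common direction, dye-swap partners were averaged to 6 ratios, and the 6 ratios were reduced by least squares to 6 extract levels. limma 3.58.1 in R 4.3.3 fitted treatment and culture to these levels, with moderated variances (prior degrees of freedom 2.88) and the Benjamini-Hochberg adjustment over all transcripts. A transcript passed with an adjusted p below 0.05 and a log2 ratio above 0.7 or below −0.7. SE is the moderated standard error of a ratio over 2 cultures, and the number of arrays limits the precision of every value. The 3 comparisons share extracts, so their results are not independent of one another.

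There were 22 gene lists, fixed at the start from general knowledge of the pathways, except the 11 genes of Fig. 1A, which are the study's own. DDIT4 and SESN2 were put in the energy stress list because the study names them on these samples. The lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 22 lists of a comparison. They were tested again with an estimated correlation, and with fry, which the plan for the list tests did not name. At the preset correlation, the p-value of camera rests on the number of transcripts and does not measure the spread between cultures. With an estimated correlation, it rests on the 2 residual degrees of freedom. The genes named in the text follow a rule set at the same time. It takes the genes the paper names, the 10 highest and 10 lowest named genes past the test for metformin against control, the 8 highest and 8 lowest of the other comparisons, and up to 4 genes of each list with the smallest p. EIF2A was taken beside EIF2S1 for the paper's eIF2α, but it encodes another factor that the paper does not name. Genes named outside this rule are list members that passed, or members drawn in a plot, and were chosen after their values were seen.

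Alternatives set at the start were arrays as separate data points, the direct ratios of a comparison only, a fit to 6 averaged ratios, a fit to 12 arrays with a dye term, no log ratio threshold, median-centred arrays, arrays scaled to a common median absolute deviation, probes tested singly, robust variances, leaving out the 3 arrays whose slide numbers stand apart from the other 9, and leaving out either culture. Testing named genes only was added later. A filter on missing values had nothing to remove, and a fit without the culture term was not possible, since ratios exist only within a culture. Unchanged groups were simulated in 20 draws to see what shared control extracts produce.

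The fit was tested on simulated data with 200 genes changed per treatment, with spreads taken from the same fit to the arrays. For metformin against control, 84% of genes changed by a log2 ratio of 1 and 99% of those changed by 2 were recovered among 24529 transcripts, with no wrong sign and 5 unchanged transcripts called. In the same simulation, the fit to direct ratios only recovered 97% of those changed by 2. On the arrays that fit called 0 transcripts for metformin against control. The simulated spread therefore does not reproduce this comparison, and the recovery may be overstated.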

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

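The tests of array centring, the control extracts, zinc finger genes, the correlation across cultures and the lists from different cultures were worded after the results were seen, although centring and the correlation were planned as alternatives. Signals appeared in parts of the data that the paper does not report on. With AICAR, 709 transcripts were lower and 111 higher than in control cells, and between metformin and AICAR 1126 were higher and 494 lower with metformin. With metformin, 20 of the 46 measured genes of S phase and mitosis were lower and none was higher.

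Single arrays stood far from the other 3 of their comparison for HSPA5 with AICAR, at −1.05 on an array of culture 1 against −1.57 to −1.51, and for WFS1 between metformin and AICAR, at 1.72 on an array of culture 1 against 1.26 to 1.29. These are 2 of 42 groups examined, where 2.1 are expected by chance, and neither array changes a sign.

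With the ratios read in the direction in which the Fig. 1A genes are higher and PPIF is lower with metformin, as the paper reports, AICAR lowered far more transcripts than it raised, with 86.5% of the 820 calls lower. On the arrays that hold no control RNA, 92.4% of the 709 had a higher level with metformin than with AICAR in both cultures, as had 91.4% of the 789 called from the AICAR and control arrays alone and 27.6% of all transcripts. A high level in the control extracts alone would not produce this. However, these arrays share the AICAR extracts on which the transcripts were selected, which by itself raises the share. No share for unchanged groups was simulated, so a part played by the control extracts stays open. The share was 88.6% after each array's median was set to 0, but the medians were near 0 already, so this decides nothing and an effect of the authors' centring stays open. A loss of short-lived transcripts stays open for part of the genes, since of 329 zinc finger genes, a class with short-lived mRNAs, 10.3% were lower with AICAR, against 3.17% of the other named genes (Fisher's exact test, p = 4.86e-09), which may point that way but covers only 34 of the 482 named genes that fell. RNA decay was not measured, and the quality of the AICAR extracts cannot be separated from the treatment.

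The effects of metformin and AICAR share control extracts, which alone gave a simulated correlation of 0.498 across genes in unchanged groups, against 0.211 observed, and a simulated covariance of 0.00668 against 0.0214. Of the transcripts past the test, 91 were lower with both treatments where 8.76 are expected of independent lists, 11 were higher with both (1.67 expected), 25 were higher with metformin and lower with AICAR (10.6), and none was lower with metformin and higher with AICAR (1.37). Lists of these lengths from unchanged groups shared 111 lower and 40.9 higher transcripts on average, more than observed. By these counts alone, the shared controls could give all of the excess in the same direction. The simulated lists shared 4.3 (at most 9) that were higher with metformin and lower with AICAR, fewer than the 25 observed. The simulated effects correlate more strongly than the observed ones, which lowers this opposite overlap, so the difference decides nothing. Transcripts higher with both were not compared across cultures. The shared controls are not the whole cause of the lower transcripts, since across cultures, where no extract is shared, the correlations were 0.0994 and 0.0865 against at most 0.0335 in the simulation, and the lowest transcripts shared 90 and 79 members against at most 17. A response common to both treatments stays open and was not tested further.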

How the results depend on the processing

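Of the alternatives to the fit, only testing named genes alone was chosen after the data were seen, and the plan for the list tests does not name fry. The paired fit with the replicate block calls 368 higher and 303 lower with metformin. Single genes were followed through the alternatives for 166 ratios, those of genes the paper names and EIF2A, of the highest and lowest genes and of list members past the test, and none of the 131 past the test changed sign. A ratio passes only where the cultures agree, so a stable sign says little. Of the 131, 63 no longer passed from direct ratios only, 30 without the 3 arrays with slide numbers apart and 25 with scaled arrays. From the direct ratios alone, 0 passed for metformin, including 0 of the Fig. 1A genes, though DDIT4 stayed at 3.25 and SESN2 at 2.45. That fit has 1 residual degree of freedom, but with the same number it called 935 transcripts for AICAR and 1386 between the treatments. The degrees of freedom alone therefore do not account for the 0. Without the 3 arrays with slide numbers apart, 210 were higher and 121 lower with metformin, 59 and 380 with AICAR, 314 lower between metformin and AICAR, and 3 Fig. 1A genes passed, as also with scaled arrays, where 67 were higher with AICAR. The arrays apart are both metformin and control arrays of culture 1 and 1 of its AICAR and control arrays. Without them, the metformin ratio of culture 1 comes only through the AICAR arrays. With 6 averaged ratios 455 were lower with metformin and 241 higher with AICAR, with a dye term 468 and 278, with arrays as separate data points 219 were higher with AICAR, and by adjusted p alone 189 were higher with AICAR and 1043 lower between metformin and AICAR. The cause was not tested. All other totals stayed within 1.5 times, and the share of lower calls moved by at most 10 points. With an estimated correlation in camera 0 lists passed in any comparison, with adjusted p for the lists past the test of 0.177, 0.219, 0.265 and 0.388 for metformin, 0.669 and 0.788 for AICAR, and 0.29 and 0.488 between the treatments. The estimate itself was near the preset 0.01 for some lists, such as 0.0132 for S phase and mitosis genes. For purine and pyrimidine synthesis it was −0.0451, and for the Fig. 1A genes 0.38. A larger correlation therefore does not account for the loss in every list. With an estimated correlation, camera refers its statistic to the 2 residual degrees of freedom of the fit. With a preset one, it uses degrees of freedom counted from the transcripts. The 2 settings thus differ in more than the correlation, and the parts of the loss were not separated. With fry's test of a common direction, 0 lists passed for AICAR (0.0775, 0.0908, 0.145, 0.194 and 0.314). ER folding (0.14), sterol synthesis (0.0602), glycolysis (0.0805) and autophagy (0.0521) were lost for metformin, and energy stress and mitochondrial fusion gained (both 0.0329). ER folding (0.0927), complex I (0.0594) and autophagy (0.0609) were lost between the treatments. Unlike camera, fry does not compare a list with other transcripts, so the 2 tests ask different questions. In fry's mixed test, which ignores direction, 18 lists passed for metformin, 19 for AICAR and 21 between the treatments. The correlation of the treatments' effects was 0.0865 across cultures in 1 pairing and 0.178 to 0.34 without either culture. Among the ratios followed that had not passed, leaving out either culture turned 9 of 22 for metformin, including SERP1 (0.47 to −0.38), EIF2A (0.33 to −0.51) and MFN2 (−0.44 to 0.072), 2 of 9 for AICAR and 3 of 4 between the treatments. Among the same ratios, the other alternatives turned for metformin DNM1L (−0.026 by both fits to direct arrays, −0.019 scaled), ITPR3 (0.0082 and 0.016 likewise), MCU (0.0047 and 0.0095), HIF1A (−0.12 without the slides apart, −0.049 for 1 probe), MFF (−0.047) and TOMM20 (−0.0030) without the slides apart, TOMM20 (−0.063) and ERN1 (−0.042) for 1 probe, and by single probes ATF6 (−0.076) and ERN1 (−0.015) for AICAR and ATF6 (0.83) and ERN1 (−0.027) between the treatments. Signal over background is not used here, so its limits are unknown.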

Differences from the paper's values

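All tests below were set before the data were examined. The array and the paper's quantitative RT-PCR are different assays, and the legend of Fig. 1 does not say what the error bars of panel D are. For IP3R2 (ITPR2), the paper shows about 2.3 times the control level in Fig. 1D, read by eye, where the array gave a fold of 0.947. For IP3R3 (ITPR3), the paper shows about 3.6 in Fig. 1D, read by eye, where the array gave 0.994. For MCU, the paper shows about 2.6 in Fig. 2D, read by eye, where the array gave 0.995. None of the alternatives brings any of the 3 within the paper's value, and they range from 0.879 to 1.02 for ITPR2, 0.844 to 1.05 for ITPR3 and 0.928 to 1.06 for MCU. For IP3R1 (ITPR1), the array fold was 1.6, and 1.33 to 1.92 under the alternatives, against about 1.9 in Fig. 1D, read by eye.

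The paper lists 11 ER stress genes as upregulated with metformin. All 11 had a positive log2 ratio and 5 passed here, ATF4, DDIT3, DNAJB9, HERPUD1 and HSPA5. XBP1 (1.07, adjusted p = 0.163 from limma) passed with arrays as separate data points (adjusted p = 0.0493), with 6 averaged ratios (0.0364), with a dye term on 12 arrays (0.00161) and when adjusted over the list alone (0.028). ERN1 (0.67, adjusted p = 0.0566) passed on 1 of its 2 probes (1.38, adjusted p = 0.0304). ATF6 (0.42, adjusted p = 0.281), HYOU1 (0.48, adjusted p = 0.405), SERP1 (0.47, adjusted p = 0.668) and WFS1 (0.45, adjusted p = 0.272) passed under no setting.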

Other observations

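No test below was added after the data were seen. At the preset correlation, the camera p-values below count transcripts and not cultures. Besides the ER stress genes, metformin lowered genes of proliferation. Of 46 measured genes of S phase and mitosis, 20 were lower and none higher (26 lower when adjusted over the list alone, camera adjusted p = 9.48e-30, and adjusted p = 0.177 with an estimated correlation). They include the replicative helicase subunits MCM2 (log2 −1.85), MCM3 (−1.61) and MCM4 (−1.42), the helicase loader CDC6, the flap endonuclease FEN1 (−2.02), the ribonucleotide reductase subunit RRM2 (−1.86), PCNA (−1.49) and the mitotic kinase AURKB (−1.47). Of 22 genes of purine and pyrimidine synthesis, CTPS1, UMPS and TYMS were lower (5 over the list alone, adjusted p = 8.78e-08, and 0.219 estimated), with 1 of 2 TYMS probes at −0.14. Of 29 p53 target and arrest genes, GADD45A (2.63), GADD45G and the CDK inhibitors CDKN1A (0.96) and CDKN1B (0.96) were higher (6 higher and 2 lower over the list alone, adjusted p = 0.00131, and 0.219 estimated). Of 26 apoptosis genes, BBC3, TNFRSF10B, BMF, BIRC2 and BIRC3 were higher and BID was lower (7 and 1 over the list alone, adjusted p = 0.0131, and 0.219 estimated). BBC3 and TNFRSF10B are also in the ATF4 and CHOP list.

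Of 24 autophagy and lysosome genes, 5 were higher, DDIT4 (3.28), MAP1LC3B (2.24), GABARAPL1 (1.28), CTSL and TFE3 (6 over the list alone, adjusted p = 7.53e-08, and 0.219 estimated). DDIT4 is also in the energy stress list and in the ATF4 and CHOP list. Of 26 oxidative and heat stress genes, 6 rose, including the NRF2 targets HMOX1 (2.38), SRXN1 (2.05), GCLM and NQO1, and the chaperones HSPH1 (−1.96), HSPB1 (−1.30) and HSPE1 fell (7 and 6 over the list alone, adjusted p = 0.23). LDHA (−1.36), TPI1 (−1.32), PFKP and PGAM1 of 33 glycolysis and hypoxia genes were lower and P4HA2 and KDM3A higher (4 and 2 over the list alone, adjusted p = 0.00508, and 0.265 estimated). UGT2B15 (−1.53), TMPRSS2 (−1.04) and KLK3 (−0.72) of 29 androgen response genes were lower (3 over the list alone, adjusted p = 0.0176, and 0.219 estimated), as was FASN (−1.46), with ME1 higher (1.30), of 31 sterol and fatty acid synthesis genes (2 higher and 3 lower over the list alone, adjusted p = 0.00205, and 0.219 estimated). No gene passed in the lists of mitochondrial biogenesis (19 genes, adjusted p = 0.209), complex I (35, adjusted p = 0.209), mitochondrial fusion and fission (12, adjusted p = 0.267), ribosomal proteins (44, adjusted p = 0.261) or neuroendocrine markers (13, adjusted p = 0.225). H2BC21 was higher and H2AX lower among 12 histone genes (adjusted p = 0.837), and VIM was lower (−0.74) among 22 markers of other cell types (adjusted p = 0.158). Metformin also raised the calcium-binding protein S100P (3.45), the spermidine acetyltransferase SAT1 (3.42), MOCOS (2.87) and GTPBP2 (2.68), and lowered CBLN2 (−2.38), TMEFF2 (−2.19), the splicing factor SRSF3 (−1.75), BOP1 of ribosome assembly (−1.75) and ADAMTS1 (−1.71).

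Other genes that the paper names had these array values. PPIF, the gene for cyclophilin D, was lower with metformin (−1.34, adjusted p = 0.0237 from limma), and of 27 calcium transfer genes only PPIF and HSPA9 (1.37, higher) passed (1 and 1 over the list alone, adjusted p = 0.786). ITPR1 was at 0.68 (adjusted p = 0.117), VDAC1 at −0.55 (0.38), MFN2 at −0.44 (0.506), NDUFA9 at −0.47 (0.25), TFAM at −0.35 (0.346), NRF1 at 0.37 (0.125) and EIF2S1 at −0.47 (0.0666). The paper shows VDAC1, MFN2, NDUFA9, TFAM and NRF1 as proteins by immunoblotting, which these mRNA values do not measure. The 2 probes of NRF1 read 0.59 and 0.15. For VDAC1 and MFN2, culture 2 stood at −1.07 and −0.95 and culture 1 at −0.03 and 0.07. SDHA (−0.13), HIF1A (0.03), TOMM20 (0.04), DNM1L (0.00) and MFF (0.15) did not pass. The paper's eIF2α is the product of EIF2S1. EIF2A (0.33), which encodes another factor that the paper does not name, did not pass either.

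AICAR lowered 2 of the 11 ER stress genes, HSPA5 (−1.31, adjusted p = 0.0126) and XBP1 (−1.87, adjusted p = 0.0437), and none was higher (6 lower over the list alone, camera adjusted p = 0.0199, and 0.788 estimated). DDIT4 was lower (−1.34) while SESN2 (1.33) and SESN1 (1.36) were higher, the latter on 1 of its 2 probes (2.47, and 0.24 on the other). In the direct comparison of the treatments, 7 of the 11 were higher with metformin, with log2 ratios of 6.04 for DDIT3, 3.78 for HERPUD1, 2.93 for XBP1 and 2.75 for DNAJB9 (adjusted p = 2.27e-07, and 0.29 estimated). The largest increases with AICAR were in NFIL3 (2.31), GADD45A (2.17), TFF1, SUSD6, KLF6, the BH3-only gene BBC3 (1.89), OSER1 and KHDC4, and the largest decreases in PPP1R10 (−3.61), the death receptor adaptor FADD (−3.10), RTL6, MAT2A, DDX28, UMPS (−2.53), IMP3 and UTP3. Of the S phase and mitosis genes, 10 were lower, including CENPA (−1.80) and AURKA (−1.63), and KIF23 was higher (12 and 1 over the list alone, adjusted p = 4.14e-07, and 0.669 estimated). Of the other lists, those of complex I (adjusted p = 0.0218) and sterol synthesis (0.0302) were shifted upwards and mitochondrial biogenesis (0.0234) downwards, each 0.669 with an estimated correlation and with at most 1 gene past the test in either direction.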
